# High Dose Versus Low Dose Syngeneic Hepatocyte Transplantation in *Pex1*-G844D NMRI Mouse Model is Safe but Does Not Achieve Long Term Engraftment

**DOI:** 10.3390/cells10010040

**Published:** 2020-12-30

**Authors:** Tanguy Demaret, Jonathan Evraerts, Joachim Ravau, Martin Roumain, Giulio G. Muccioli, Mustapha Najimi, Etienne M. Sokal

**Keywords:** peroxisome biogenesis disorder, Zellweger spectrum disorder, oxysterols, mouse model, PEX1 p.Gly843Asp, PEX1 c.2528G>A

## Abstract

Genetic alterations in *PEX* genes lead to peroxisome biogenesis disorder. In humans, they are associated with Zellweger spectrum disorders (ZSD). No validated treatment has been shown to modify the dismal natural history of ZSD. Liver transplantation (LT) improved clinical and biochemical outcomes in mild ZSD patients. Hepatocyte transplantation (HT), developed to overcome LT limitations, was performed in a mild ZSD 4-year-old child with encouraging short-term results. Here, we evaluated low dose (12.5 million hepatocytes/kg) and high dose (50 million hepatocytes/kg) syngeneic male HT via intrasplenic infusion in the *Pex1*-G844D NMRI mouse model which recapitulates a mild ZSD phenotype. HT was feasible and safe in growth retarded ZSD mice. Clinical (weight and food intake) and biochemical parameters (very long-chain fatty acids, abnormal bile acids, etc.) were in accordance with ZSD phenotype but they were not robustly modified by HT. As expected, one third of the infused cells were detected in the liver 24 h post-HT. No liver nor spleen microchimerism was detected after 7, 14 and 30 days. Future optimizations are required to improve hepatocyte engraftment in *Pex1*-G844D NMRI mouse liver. The mouse model exhibited the robustness required for ZSD liver-targeted therapies evaluation.

## 1. Introduction

Zellweger spectrum disorders (ZSD) are caused by genetic alterations in *PEX* genes encoding peroxins [1]. Peroxin deficiency lead to peroxisome biogenesis disorder and metabolic imbalance [2]. Metabolites catabolized into peroxisomes (i.e., branched-chain fatty acids (BCFA: phytanic and pristanic acids), very long-chain fatty acids (VLCFA: C_22_, C_24_, C_26_), C_27_ bile acids (BA) precursors, etc.) accumulate into plasma and tissues, and compounds synthetized in the peroxisomes are deficient (i.e., plasmalogens, C_24_ BA, etc.) [3]. Most mild ZSD patients survive into childhood, however no validated treatment is able to impact their progressive hepatic dysfunction and developmental delay [4]. In this context, we and others have obtained proof-of principle that liver-targeted therapies such as living donor liver transplantation (LT) and hepatocyte transplantation (HT) can modify disease progression in mild ZSD patients [5,6,7,8].

Because organ shortage is a major hurdle to pediatric LT, several techniques have been developed to increase organ availability (living donor LT, split-liver, etc.) [9,10,11]. Yet, parenchymal function is often preserved in liver-based metabolic diseases making it difficult for these patients to progress on LT waiting list [12]. Hepatocyte transplantation (HT) was developed to overcome LT limitations (i.e., heaviness, cost, organ availability, etc.). HT consists in isolating hepatocytes from liver not suitable for LT and infusing them to a recipient with or without cryopreservation [13]. First pediatric HT procedure performed in Europe was for a four-year-old child affected by mild ZSD [8]. It led to encouraging biochemical results.

With an estimated incidence rate close to 1/100,000, ZSD meet rare disease criteria [14,15,16]. Since robust placebo-controlled clinical trials are out of the scope in these diseases, treatments are mainly evaluated in animal models which allow rigorous controlled conditions [17]. The *Pex1*-G844D NMRI mouse model we recently developed displays biochemical and hepatic alterations affecting mild ZSD patients [18]. Interestingly, its easy breeding and robustness make it suitable for preclinical studies and intervention like HT.

In order to strengthen liver-directed therapies in mild ZSD therapeutic approaches, we evaluated two HT protocols in *Pex1*-G844D NMRI mouse model. We followed clinical and biochemical parameters along with liver hepatocyte engraftment to monitor HT impacts on mild ZSD phenotype.

## 2. Materials and Methods

### 2.1. Mice Care, Breeding and Genotyping

Heterozygous *Pex1*-G844D NMRI mice from in-house colony were bred in a specific-pathogen-free environment, and in individually ventilated cages with 12 h light/12 h dark cycle [18]. Wild-type and heterozygous mice exhibited no phenotype difference and were used as control mice. Mice had unrestricted access to food (Carfil, Oud-Turnhout, Belgium, Mice Breeding diet) and water, and were genotyped as described earlier [18]. All animal experiments were carried out in accordance with the EU Directive 2010/63/EU for animal experiments and approved by the Ethical Committee for Animal Experimentation at the Health Science Sector, UCLouvain, Brussels, Belgium (2017/UCL/MD/006).

### 2.2. Hepatocyte Transplantation

Male mouse hepatocytes were isolated from control littermate by collagenase P (Roche, Indianapolis, IN, USA, 11213873001) as we previously described [19]. Cells were suspended at 1.25 or 5 million hepatocytes/mL in *N*-acetylcysteine 4% (NAC, Lysomucyl, Zambon, Bruxelles, Belgium) in phosphate buffered saline (PBS, Lonza, Walkersville, MD, USA, 15-512F). NAC was shown to inhibit de procoagulant activity of isolated hepatocytes [20]. Two HT protocols were evaluated based on 12.5 or 50 million cells/kg (10 µL/g of body weight), further referred as low dose HT and high dose HT, respectively. They were defined to deliver a number of hepatocytes representing ~0.1 and ~0.5% of the recipient liver, respectively. In the low dose protocol, we infused a relatively limited number of hepatocytes to minimally trigger the mechanisms responsible for their clearance (*vide* Discussion). Younger mice (4 weeks) were transplanted in order to take benefit from the proliferation signals present in the growing liver. The longer follow-up (4 weeks) post-HT was designed to allow the proliferation of the infused hepatocytes. In the high dose protocol, older larger mice (6 weeks) received a higher (absolute and relative) number of hepatocytes to evaluate the effect of engrafted and circulating hepatocytes. This was combined with a shorter follow-up (2 weeks) to prevent the consequences of hepatocyte loss. HT was performed in the morning based on a modified protocol from [21]. Briefly, under isoflurane anesthesia, freshly isolated hepatocytes were infused by intrasplenic injection through 25 G needle at 50 µL/minute with a syringe press (CMA 400 microdialysis, Kista, Sweden) (Figure 1A,B). Control mice received 100 µL PBS-NAC. All mice received subcutaneous 20 mL/kg warmed NaCl 0.9% (Mini-Plasco NaCl 0.9%, B. Braun, Diegem, Belgium) along with 0.1 mg/kg buprenorphine (Temgesic, Schering-Plough, Kenilworth, NJ, USA) once before the procedure and then twice a day for 2 days. Mice groups and follow-up are presented (Table 1, Figure 1C). Two ZSD mice infused with high dose HT were sacrificed earlier to evaluate microchimerism longitudinally (Figure 1C). These mice were excluded from HT outcomes analysis.

### 2.3. Clinical Evaluation and Glycemia

Food and mouse weight were measured once a week. Morning glycemia was measured on tail vein blood droplet using glucometer (FreeStyle Precision Neo, Abbott, Princeton, NJ, USA). Mice were fasted 6 h in a clean cage with access to water before glycemia quantification to evaluate their glycemic response to fast (Figure 1C).

### 2.4. Blood and Liver Collection

Four or 2 weeks post-HT (Table 1), mice were anesthetized by intraperitoneal injection with a solution containing ketamine and xylazin at final concentration of 100 mg/kg and 10 mg/kg, respectively. Plasma and liver lobes were collected as described previously [18]. Briefly, plasma was aliquoted and snap frozen in liquid nitrogen. Left lateral lobe was fixed in formaldehyde 4% (VWR, Lille, France, 11699408) overnight and embedded in paraffin for histological analysis. Left medial lobe (LML) was snap frozen in liquid nitrogen and stored at −80 °C for biochemical and microchimerism analysis.

### 2.5. Peroxisomal Markers Quantification

BCFA, VLCFA, oxysterols, BA and pipecolic acid were quantified as described earlier [18].

### 2.6. Histological Analyses

Formalin-fixed paraffin-embedded left lateral liver lobes were cut into 5 µm thick wide sections and processed for hematoxylin and eosin (HE), Periodic-acid Schiff (PAS) and Sirius red (SR) staining. Slides were processed for digitalization and quantification as previously described [18].

### 2.7. Microchimerism Evaluation

Theoretical microchimerism at infusion was estimated by dividing infused hepatocytes number by NMRI mouse hepatocellularity equivalent to (mean ± standard deviation (SD)) 109 ± 8 million hepatocytes/liver g individually adjusted for current liver weight extrapolated from relative liver weight at sacrifice. NMRI mouse hepatocellularity was calculated as described elsewhere [22], based on protein quantification of 9 NMRI mice livers and 2 NMRI mice hepatocyte suspensions. Mice LML and spleen were screened for microchimerism (male hepatocytes in female organ) based on predesigned droplet digital polymerase chain reaction (ddPCR) *Sry* (Mm.PT.58.28492124.g, Integrated DNA Technologies, Louvain, Belgium) and *Rpp30* (qMmuCEP0054985, Bio-Rad, Hercules, CA, USA) assays performed in multiplex on genomic DNA as described here [23]. *Sry* and *Rpp30* are located on chromosomes Y and 19, respectively. *Sry*/*Rpp30* copy number ratio is expected to be equal to 0.5 and 0 in male and female, respectively. Male microchimerism in female is equivalent to *Sry/Rpp30* copy number ratio multiplied by two because *Sry* is present in one copy (on Y chromosome) for each two *Rpp30* copies (on chromosomes 19).

### 2.8. General Statistical Analysis and Artwork

Kruskal-Wallis test with Dunns post-test with 95% confidence intervals were performed using GraphPad Prism v. 5.02 for Windows (GraphPad Software, San Diego, CA, USA). *p*-values < 0.05 were considered significant. When considered significant, Dunns post-test was reported on graph. Publisher (Office 365, Microsoft, Redmond, WA, USA) was used to draw figures.

## 3. Results

### 3.1. Hepatocyte Transplantation Was Safe and Well Tolerated by ZSD Mice

In the next hours following HT, mice cleaned the surgical wound as detected by decreased povidone-iodine staining on post-operative day (POD) 1. To avoid suture traction, food kibbles were disposed on the litter during 24 h and mice started to eat them during POD1. Macroscopic liver evaluation at POD1 showed large necrosis area (Figure 1D) without clinical impact. During the post-HT period, none of the mice lost more than 5% body weight and none of the mice died (Figure 2A and Figure 3A). Food intake was not modified by HT (see below).

### 3.2. Growth and Normalized Daily Energy Intake Were Not Affected by HT in ZSD Mice

ZSD mice exhibit growth retardation despite higher normalized daily energy intake [18]. These anomalies were confirmed in this study and were not modified by low nor high dose HT (Figure 2B,C and Figure 3B,C).

### 3.3. HT Did Not Modify Plasma nor Liver Peroxisomal Marker Anomalies in ZSD Mice

ZSD mice show liver and plasma peroxisomal marker alterations classically found in ZSD patients [18]. In this study, liver BCFA were not detected in control mice and they did not seem affected by low dose HT in ZSD mice (Figure 2D). Liver VLCFA levels quantification did not highlighted significant accumulation in ZSD mice because of low sample size (Figure 2D). Plasma and liver oxysterols and BA levels were in accordance with our previous report and were not modified by low dose HT (Figure 2E–H). ZSD mice cholestasis was confirmed by total conjugated C_24_ BA plasma-liver ratio elevation, as previously reported [18], and it was not influenced by HT (Figure 2H).

Based on our experience of dramatic plasma pipecolic acid levels decrease shortly after LT and HT in ZSD patients [7,8], we chose to focus on this biochemical marker for the high dose HT protocol. As previously reported in our ZSD mouse model [18], plasma pipecolic acid levels were increased in ZSD mice. Unfortunately, high dose HT did not modify this parameter (Figure 3D).

### 3.4. Fasting Glycemia in ZSD Mice Was Improved after High Dose HT but this Was Not Correlated to Liver Glycogen Content

ZSD mice present glycemic alterations related to liver glycogen metabolism anomalies [18]. Fed glycemia was not significantly different between control and ZSD mice (Figure 2I and Figure 3E). Fasting glycemia was significantly lower in ZSD mice and this was rescued by high dose HT (Figure 2J and Figure 3F). Unfortunately, this was not correlated to liver PAS-positive stained area (a proxy for liver glycogen content [18]) which remained strongly lower in ZSD mice liver compared to control (Figure 2K and Figure 3G).

### 3.5. HT Did Not Reverse Relative Hepatomegaly in ZSD Mice

ZSD mice liver present a slight elevation in collagen deposition as measured by SR staining. This was not statistically evident in low dose HT ZSD mice partly because of the small sample size (Figure 2L). Another striking ZSD mice feature is their relative hepatomegaly [18]. This was confirmed in both HT protocols, but they failed to modify this hallmark of the disease (Figure 2M and Figure 3H).

### 3.6. Post-HT, Liver Histological Analysis Highlighted Spontaneously Resolving Necrosis and Confirmed ZSD Liver Pathology Hallmarks Compared to Controls

To decipher post-HT engraftment, liver pathology analysis was performed on liver sections. Since the infused hepatocytes were isolated from a control littermate (i.e., a syngeneic donor), no specific histological marker could be used to localize the transplanted cells and engraftment was further measured by ddPCR (vide infra). As expected from previous report [24] and from the POD1 macroscopic liver evaluation (Figure 1D), POD1 liver HE staining in ZSD + HT mice showed necrosis areas with inflammatory cells infiltrate, sparing the central vein (CV) (Figure 4A). Liver necrosis resolved before POD7 and liver tissue architecture was preserved post-HT. ZSD liver displayed classical canalicular proliferation and progressive hepatocyte hypertrophy from portal tract (PT) to CV compared to wild-type control mice [18] (Figure 4B,C).

### 3.7. Male Liver Microchimerism Was Detected in Female ZSD Mice 24 h Post-HT and Was Lost during Follow-up

Theoretical liver microchimerism at infusion was (mean ± SD) 0.110 ± 0.003% (*n* = 3) and 0.461 ± 0.038% (*n* = 10) for low dose and high dose HT, respectively. *Sry*/*Rpp30* copy number ratio was measured by ddPCR on more than 35.000 droplets for each sample (Table 2). No liver microchimerism could be detected on low dose HT protocol samples (*n* = 2 females). At high dose HT POD1, liver microchimerism was 0.15%, which is equivalent to one third of the theoretical liver microchimerism at infusion (*n* = 1 female). After POD1, no significant liver microchimerism was detected (*n* = 5 females). For both protocols, no significant spleen microchimerism was detected by ddPCR (data not shown).

## 4. Discussion

To date, no validated treatment has been shown to modify the natural history of ZSD. Here, we report the evaluation of low dose versus high dose HT as therapeutic approach in a mild ZSD mouse model. We confirmed robustness and ZSD phenotype in *Pex1*-G844D homozygous mice. Both HT doses were safe despite the growth retardation affecting the ZSD mice. However, no long term hepatocyte engraftment could be detected. In consequence, no clinically relevant therapeutic effect was convincingly evidenced.

The first HT for liver-based metabolic disease were performed in animal models and patients devoid of liver injury phenotype [25,26,27]. Since then, successful HT protocols were reported in patients affected by chronic liver disease [28]. ZSD mouse models and patients exhibit chronic liver disease [18,29,30], and our team reported the safety of HT in a 4-year-old ZSD patient [8]. Our ZSD mouse model express a severe disease phenotype with growth retardation along with chronic liver injury and fibrosis [18,29]. Yet, this phenotype did not impede the feasibility of HT. This supports the safety of HT in ZSD, a disease associated with chronic liver disease.

Two third of the infused hepatocytes were lost 24 h post-HT, as published in rat and mouse models of HT [31,32]. In ZSD mice, toxic peroxisomal metabolites could potentially alter hepatocytes viability in the circulation before they reach liver sinusoids [33]. In addition, granulocytes, mononuclear cells [34] and Kupfer cells [35] seem to be a major player in exogenous cell clearance. Altering Kupfer cell phagocytic properties improves engraftment in HT rat model [35]. Moreover, HT triggers the instant blood-mediated inflammatory reaction (IBMIR), a process implicating the coagulation cascade which might explain the loss of transplanted hepatocytes [36]. In our model, NAC was used to prevent the procoagulant activity of the hepatocytes [20]. NAC might be insufficient and optimized anti-coagulation protocols should be evaluated for HT as it has been developed for liver-derived mesenchymal cells cell-based therapies [24,37] Finally, the size of mouse hepatocytes and sinusoids could account for the lower cell engraftment observed compared HT in rat models [38,39]. In a previous study, syngeneic male HT in female mice lead to 0.13–0.25% microchimersim 3–7 days after HT, but no longitudinal data are reported and HT protocol is lacking (i.e., mouse background, drug used to improve engraftment, etc.) [31].

A 4-year-old mild ZSD patient received 2 billion hepatocytes (10^8^ cells/kg of body weight, 2.5% theoretical microchimerism [27]) during a total of 5 days [8]. Male in female microchimerism measured on liver biopsy performed on the day of the last infusion reported 0.1–0.25% male cells [31]. In this child, hepatocyte loss during HT was equal to 90–95% as measured on last day of infusion. No long term hepatocyte engraftment was measured but biochemical parameters improved suggesting cell persistence [8]. Yet, after short term effect resulting probably from circulating cells (up to day 5) spontaneous trend to biochemical normalization cannot be excluded as it has been reported in some mild ZSD patients [40]. Compared to LT, HT biochemical impact is reduced in ZSD patients [7].

Poor hepatocyte engraftment in ZSD mice could be explained by the absence of selective advantage of the infused wild-type hepatocytes over ZSD hepatocytes. Hepatocyte proliferation was reported in ZSD mice liver but no necrosis was detected [18]. Absence of space for hepatocyte engraftment could be a major factor impairing HT in ZSD mouse liver. Moreover engraftment could be partly impaired in ZSD mice liver due to *Cxcl12* and *Hgf* downregulation (GSE145524), chemokines implicated in mesenchymal stromal cells recruitment and hepatocyte proliferation, respectively [41]. 

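The data behind this statement are from RNA sequencing of the right lateral liver lobe of 12 mice aged 2 months. The control group held 3 males and 3 females and the ZSD group 4 males and 2 females, and the labels name no cell infusion for any mouse. The control mice are labelled wild-type. Libraries were made from 150 ng of total RNA depleted of ribosomal RNA, and all were sequenced on a single lane. The submitters' processing notes name Salmon, edgeR and the GRCm38 build without versions, and the authors deposited a table of whole-number counts for 35566 genes. Total counts per liver were 21329318 to 24274631 (median 22311254) in control mice and 21099409 to 25707752 (median 23071684) in ZSD mice. From these counts, ZSD and control livers were compared with edgeR's quasi-likelihood test, with sex as a covariate and library sizes scaled by TMM. The test covered the 15171 genes that passed edgeR's filter on low counts, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The paper's text names no test for these libraries. The comparisons of the groups and their tests, the gene lists and the rule for naming genes were set before the data were examined. *Pex1*, the gene that carries the G844D mutation in ZSD mice (ENSMUSG00000005907, chromosome 5 of GRCm38, 3596066 to 3637232), had 61.1 ± 1.84 CPM (SD, n = 6 mice) in ZSD livers and 51.0 ± 3.70 CPM (SD, n = 6) in control livers. This is a log2 fold change of 0.26 (SE 0.06, adjusted p = 0.00195 from edgeR), and since the allele is a missense change, the mRNA level does not check the genotype labels. Genes of the major urinary proteins (*Mup*), made by hepatocytes, took 7.69 to 11.8% of the counts in control males, 1.13 to 3.32% in control females and 0.00479 to 0.0416% in ZSD livers. TMM factors were 0.815 to 0.902 in control livers and 1.13 to 1.19 in ZSD livers. With no scaling factors, the median log2 fold change of all tested genes was 0.41, and with totals that leave out *Mup* and mitochondrial genes, chosen after seeing the data, it was 0.27. Fold changes are given relative to the median gene, so the sign of a small one depends on the scaling.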

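*Cxcl12* and *Hgf* mRNA levels were both lower in ZSD than in control livers. *Cxcl12*, a chemokine that binds the receptor Cxcr4, had 139.5 ± 21.0 CPM (SD, n = 6 mice) in ZSD livers and 408 ± 40.8 CPM (SD, n = 6) in control livers, which is 34.4% of the control level. *Hgf*, the hepatocyte growth factor that signals through the receptor Met, had 18.9 ± 2.48 CPM (SD, n = 6) in ZSD livers and 30.1 ± 1.07 CPM (SD, n = 6) in control livers, which is 63.2% of the control level. *Cxcl12* (ENSMUSG00000061353) is a protein-coding gene on chromosome 6 of GRCm38, from 117168535 to 117181367, and its log2 fold change was -1.54 (SE 0.10, adjusted p = 1.42e-07 from edgeR's quasi-likelihood test). *Hgf* (ENSMUSG00000028864) is a protein-coding gene on chromosome 5, from 16553495 to 16620152, and its log2 fold change was -0.66 (SE 0.08, adjusted p = 3.16e-05 from the same edgeR test). The groups did not overlap: *Cxcl12* ranged from 115.7 to 169 CPM in ZSD and from 333 to 452 CPM in control livers, and *Hgf* from 15.5 to 22.2 CPM and from 28.7 to 31.3 CPM. For each gene, an exact two-sided permutation test gave p = 0.00216, the smallest p that 6 mice against 6 allow. In males alone the log2 fold change was -1.75 for *Cxcl12* and -0.70 for *Hgf*, and in females alone -1.25 and -0.62. A difference between the sexes did not pass the test for either gene (interaction adjusted p = 0.125 for *Cxcl12* and 0.864 for *Hgf*, edgeR). With 2 ZSD females this test has little power. In simulated counts it called 1.49% of the genes whose change differed 1.5-fold between the sexes, so a modest difference is not excluded. The expression values rest on 3090 to 9465 reads per liver for *Cxcl12* and 414 to 658 for *Hgf*. With no scaling factors the log2 fold change was -1.13 for *Cxcl12* (adjusted p = 4.05e-07) and -0.25 for *Hgf* (adjusted p = 0.0269). From the lower expression of both genes, which it describes as implicated in the recruitment of mesenchymal stromal cells and in hepatocyte proliferation, the paper proposes that engraftment could be partly impaired in the liver of ZSD mice.

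**Figure D1:**
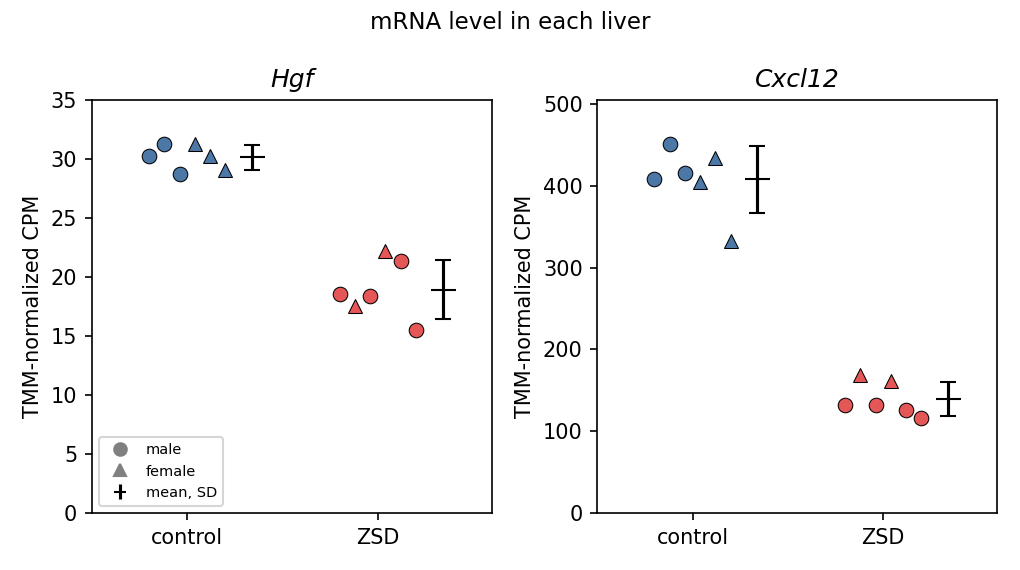
TMM-normalized CPM of *Hgf* (left) and *Cxcl12* (right) in each control and ZSD liver, with circles for males, triangles for females and bars for the mean and SD of the 6 livers of a group. The 6 ZSD livers lie between 15.5 and 22.2 CPM for *Hgf* and between 115.7 and 169 CPM for *Cxcl12*, below every control liver.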

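Among the genes that act with *Cxcl12* and *Hgf*, the called changes in the chemokine list were decreases in ZSD livers, those in the HGF list went both ways, and most endothelial markers were lower relative to the median gene. Of all 15171 tested genes, 50.8% were called, 3631 as lower and 4072 as higher, so called members alone do not set a list apart. Of 11 tested genes of the CXCL12 axis and other chemokines, 5 were lower, none was higher and 6 did not pass the edgeR test, with the same counts adjusted over the list alone. *Dpp4*, a peptidase that cleaves Cxcl12, had a log2 fold change of -0.72 (SE 0.08, adjusted p = 8.91e-06), and *Cxcl1*, a neutrophil chemokine, of -1.60 (SE 0.30, adjusted p = 0.000883). The Cxcl12 receptors *Cxcr4* and *Ackr3* had log2 fold changes of 0.59 (adjusted p = 0.108) and -0.06 (adjusted p = 0.904). *Cxcr4* passed at 0.99 with no scaling factors (adjusted p = 0.00932), 1.06 in males only (adjusted p = 0.00996), 0.86 with totals without *Mup* and mitochondrial genes (adjusted p = 0.0186) and 0.84 without control liver F118 (adjusted p = 0.00537). Of 10 tested genes of the HGF and Met axis, 3 were lower and 2 were higher (4 lower and 2 higher adjusted over the list alone). *Hgfac*, the HGF activator protease, had a log2 fold change of -0.77 (SE 0.16, adjusted p = 0.00169) that was -0.36 (adjusted p = 0.0690) with no scaling factors, and *Spint2*, an inhibitor of that protease, of 0.59 (SE 0.06, adjusted p = 7.15e-06). The HGF receptor *Met* had 150.0 ± 14.7 CPM (SD, n = 6) in ZSD and 158 ± 17.7 CPM (SD, n = 6) in control livers, a log2 fold change of -0.09 (adjusted p = 0.440) that turned to 0.32 with no scaling factors. Of 19 other growth factors and receptors that act on hepatocytes, 7 were lower and 3 were higher, also adjusted over the list alone. The EGF receptor *Egfr* fell from 798 ± 508 CPM (SD, n = 6) to 84.2 ± 30.3 CPM (SD, n = 6), a log2 fold change of -3.12 (SE 0.40, adjusted p = 7.99e-05), while its ligand *Btc* rose by 1.79 on the log2 scale (SE 0.12, adjusted p = 1.44e-07). Another ligand in this list, *Areg*, was 1359-fold higher (counting interval 244 to 53708), with 1 read in all control livers together. Sinusoidal endothelial and stellate cells are sources of both Cxcl12 and Hgf in the liver. Of 20 endothelial markers, 15 were lower and 1 was higher (16 and 1 adjusted over the list alone), from *Tek* at -0.75 to *Lyve1* at 0.93, and with no scaling factors 1 was lower and 2 were higher. The camera test called the endothelial list lower (adjusted p = 0.00496), and the adjusted p was 0.620 with an estimated correlation. Of 18 stellate markers, 7 were lower and 1 was higher, also adjusted over the list alone, with *Dcn* at -0.66 and *Rbp1* at 1.09. With no scaling factors 1 was lower and 6 were higher, and *Dcn* was not called (-0.25, adjusted p = 0.0849, edgeR). Camera called none of the other lists, with adjusted p = 0.0956 for the chemokine list (0.0393 with totals without *Mup* and mitochondrial genes, which calls it lower), 0.818 for the HGF list, 0.361 for the other growth factors and 0.166 for the stellate markers. The HGF and growth factor lists had a lower camera direction and median (-0.04 and -0.24) but a mean above 0 (0.13 and 0.05). Their medians were 0.36 and 0.16 with no scaling factors. With no scaling factors the counts became 7 higher and 1 lower for the HGF list, 7 and 6 for the other growth factors, and 2 and 4 for the chemokine list.

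**Figure D2:**
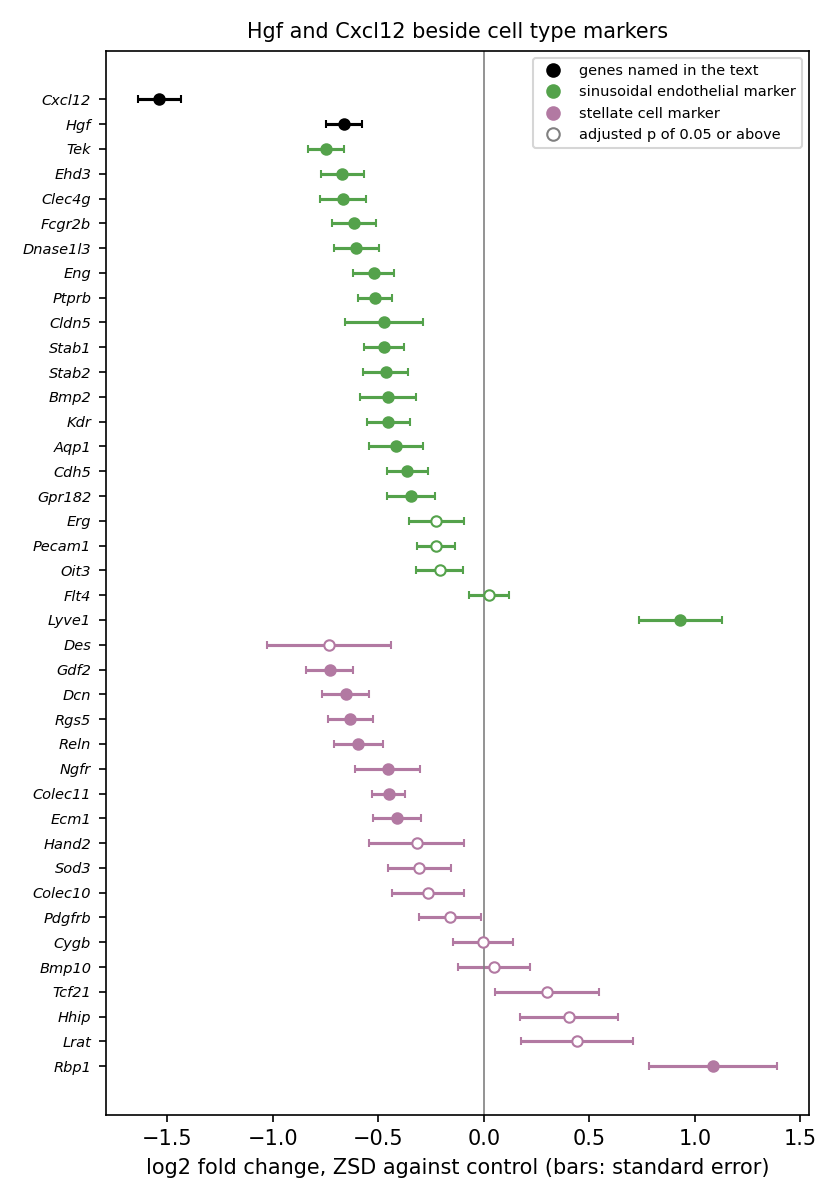
Log2 fold change of each tested marker of sinusoidal endothelial cells (green) and stellate cells (purple) beside *Cxcl12* and *Hgf* (black), ZSD against control livers, with bars for the standard error and open circles for an adjusted p of 0.05 or above. *Cxcl12* lies below all 38 markers, *Hgf* within their range, and with no scaling factors 1 endothelial marker was lower and 6 stellate markers were higher.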

Several strategies have been developed to improve hepatocyte engraftment such as hepatotoxic drugs [35], preparative hepatic irradiation [42] combined or not with partial hepatectomy [25] and (repeated) reversible portal vein embolization [43]. The vast majority were evaluated in rat models of HT. In mice, uPA^+/+^-SCID mouse model combines liver insult leading to regenerative stimulus and immunosuppression for xenogenic liver cell therapy. Combining uPA^+/+^-SCID background to *Pex1*-G844D NMRI mouse was not attempted because it would potentially modify the robustness of the model [44]. Globally, only a fraction of these approaches are translatable into clinical practice and most of them are not devoid of risks [45].

Our study strengthened the ZSD phenotype of *Pex1*-G844D NMRI mouse model and demonstrated its suitability for therapeutic interventions like liver cell therapy in young light ZSD mice. Small sample size in low dose HT protocol limited the statistical significance of the results. Nevertheless, high dose HT protocol allowed us to conclude that hepatocyte engraftment was a barrier to therapeutic efficacy. In the future, techniques to improve liver cell engraftment (see above) or liver *Pex1* gene therapy could be evaluated in this mild ZSD mouse model to restore liver peroxisome biogenesis. Proof of concept was already evaluated by HT and LT in mild ZSD patients [7,8].

## 5. Conclusions

HT in *Pex1*-G844D NMRI mice was safe and confirmed the robustness and the ZSD phenotype. Both low dose and high dose HT failed to achieve long term hepatocyte engraftment. In consequence, no impact on disease markers was evidenced.

## Figures and Tables

**Figure 1:**
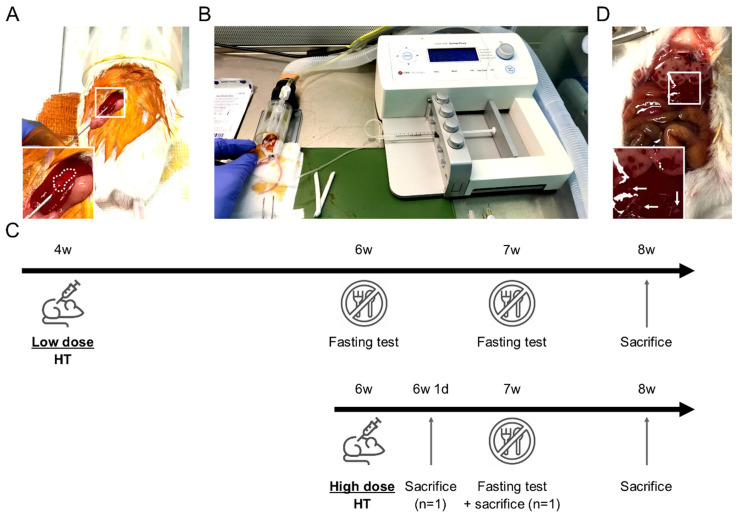
Mouse hepatocyte transplantation (HT) setup and HT protocols description. (**A**) Mouse in right lateral decubitus with intra-splenic 25 G needle insertion. Note the discolored spleen area inside the dotted line confirming the correct intra-splenic infusion flushing erythrocytes. (**B**) Device setup used for HT: syringe press on the right, heating pad (green) and anesthesia tunnel delivering isoflurane mixed with oxygen and collecting exhaled gases. (**C**) Schematic description of the two HT protocols including fasting tests, sacrifices for microchimerism evaluation and samples collection at the end of the study. (**D**) Macroscopic liver evaluation 24 h after high dose HT highlighting large necrosis areas in right and left median lobes. Left lateral lobe displayed smaller necrosis areas (white arrows). Inserts show magnification of the boxed areas.

**Figure 2:**
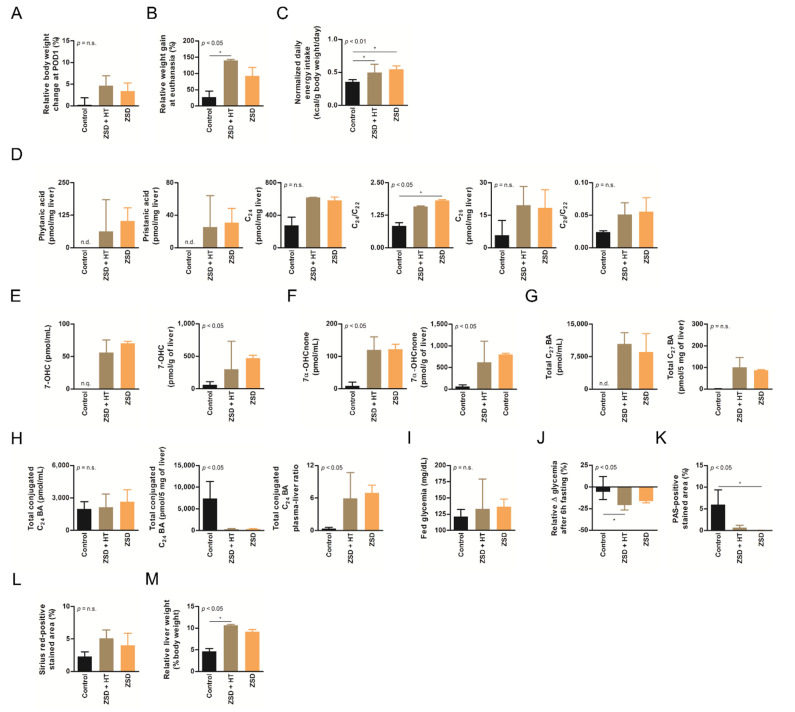
Low dose hepatocyte transplantation (HT) did not impact ZSD mice disease markers. (**A**) Relative body weight change at post-operative day (POD) 1, (**B**) relative weight gain at final follow-up, (**C**) normalized daily energy intake, (**D**) liver branched-chain and very long-chain fatty acids levels and ratio on C_22_, (**E**) plasma and liver oxysterols 7-hydroxycholesterol (7-OHC) and (**F**) 7α-hydroxycholestenone (7α-OHCnone) levels, (**G**) plasma and liver total C_27_ bile acids (BA) precursors levels, (**H**) plasma, liver and plasma-liver ratio of total conjugated C_24_ BA levels, (**I**) fed glycemia, (**J**) relative fasting glycemia drop (both fasting tests gave similar results and were merged on the graph, an outlier control mice was excluded from both tests), (**K**) relative liver Periodic-acid Schiff (PAS)-positive stained area (proxy for glycogen content), (**L**) relative liver Sirius red-positive stained area (proxy for collagen content) and (**M**) relative liver weight at sacrifice in control (*n* = 6), Zellweger spectrum disorder (ZSD) mice infused with low dose HT (*n* = 3) and ZSD mice sham operated (*n* = 2). HT outcome measures highlighted disease phenotype in ZSD mice but failed to detect low dose HT impact in treated mice. Kruskal-Wallis test, *n* (Control – ZSD + HT – ZSD) = 6 – 3 – 2 (except for **D**: *n* = 3 – 3 – 2 and **J**: *n* = 10 – 6 – 4), median ± interquartile range, *: *p*-value < 0.05, n.s.: not significant.

**Figure 3:**
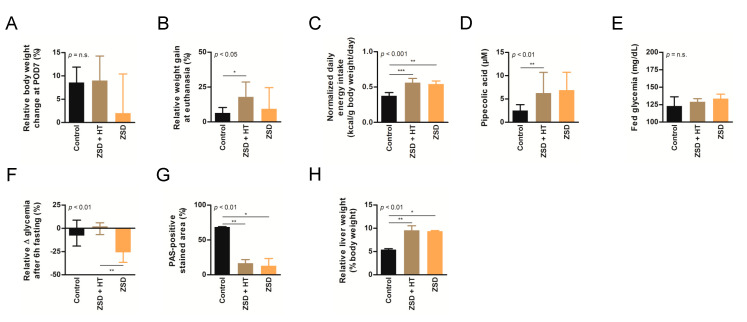
High dose hepatocyte transplantation (HT) was safe but failed to convincedly modify peroxisomal markers in ZSD mice. Relative body weight change at (**A**) post-operative day (POD) 7 or (**B**) sacrifice, (**C**) normalized daily energy intake, (**D**) plasma pipecolic acid levels, (**E**) fed glycemia, (**F**) relative fasting glycemia drop, (**G**) relative liver Periodic-acid Schiff (PAS)-positive stained area (proxy for glycogen content) and (**H**) relative liver weight in control (*n* = 6), Zellweger spectrum disorder (ZSD) mice treated with high dose HT (*n* = 8) and ZSD mice sham operated (*n* = 6). High dose HT protocol confirmed ZSD phenotype in affected mice and corrected fasting glycemia drop in ZSD mice but this was not correlated to increased liver PAS-positive stained area. Kruskal-Wallis test, *n* (Control – ZSD + HT – ZSD) = 6 – 8 – 6, median ± interquartile range, *: *p*-value < 0.05, **: *p*-value < 0.01, ***: *p*-value < 0.0001, n.s.: not significant.

**Figure 4:**
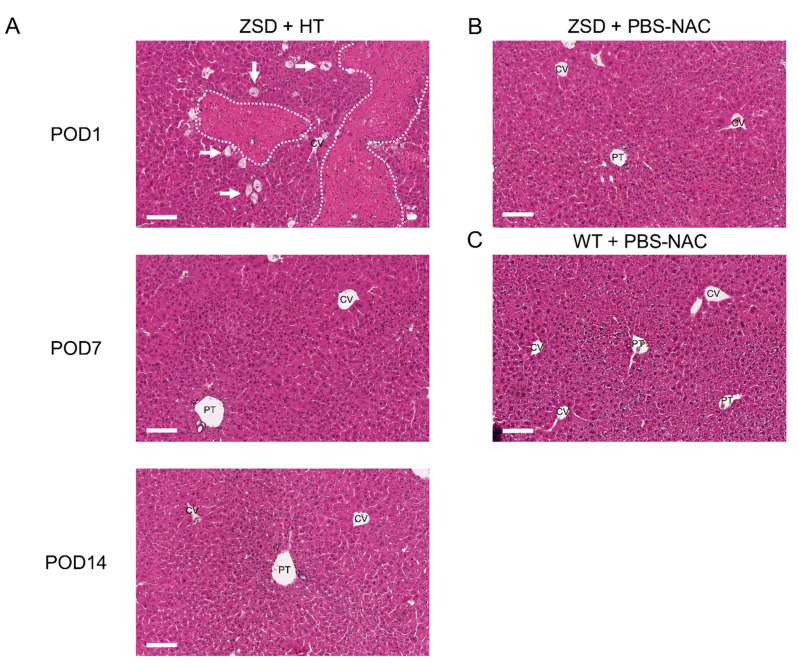
Liver histological analysis in Zellweger spectrum disorder (ZSD) mice confirmed ZSD liver disease hallmarks and uncovered spontaneously resolving focal liver necrosis following hepatocyte transplantation (HT). (**A**) Post-operative day (POD) 1 mice liver exhibited necrosis areas with inflammatory cells infiltrate (dotted lines) sparing the central vein (CV), along with ballooning degeneration of hepatocytes (arrows). POD7 and POD14 and (**B**) control (PBS-NAC) ZSD livers showed canalicular proliferation in portal tracts (PT) and progressive hepatocyte hypertrophy from PT to CV, as previously reported [18]. Necrosis was not detected at POD7 and POD14, nor in ZSD control livers, nor in (**C**) wild-type (WT) control livers. PBS-NAC: *N*-acetylcysteine in phosphate buffered saline. Scale bar: 100 μm.

**Table 1:** Hepatocyte Transplantation Protocol Description.

HT Protocol	Dose	HT (Age)	Sacrifice (Age)	Control Mice + PBS-NAC	ZSD Mice+ HT	ZSD Mice + PBS-NAC
Low dose HT	12.5 million/kg	4 weeks	8 weeks	6	3	2
High dose HT	50 million/kg	6 weeks	8 weeks	6	10 *	6

*: Mice were sacrificed after 1 day (*n* = 1) and 7 days (*n* = 1) for longitudinal microchimerism evaluation, and were excluded from HT outcomes analysis. HT: hepatocyte transplantation, PBS: phosphate buffered saline, NAC: *N*-acetylcysteine.

**Table 2:** Microchimerism evaluation on mice liver in low dose and high dose HT protocols.

Sample	Total Droplet Count	Mean *Sry* Concentration (Copy Number/µL)	Mean *Rpp30* Concentration (Copy Number/µL)	Mean *Sry*/*Rpp30* Ratio	Calculated Microchimerism
Male hepatocytes	52,789	464.750	896.750	0.518467	n.a.
No gDNA control	55,916	0	0	n.a.	n.a.
Low dose HT					
Male + PBS-NAC	36,195	507.333	1020.000	0.499494	n.a.
Female + PBS-NAC	48,151	0	945.667	0	n.a.
Female + HT	48,029	0	956.667	0	0%
Female + HT	38,277	0	1305.667	0	0%
High dose HT					
Male + PBS-NAC	51,464	513.500	1004.750	0.511389	n.a.
Female + PBS-NAC	52,453	0	1100.000	0	n.a.
Female + HT (POD1)	55,802	0.700	944.250	0.000748	0.150%
Female + HT (POD7)	54,368	0	913.500	0	0%
Female + HT	57,503	0	1002.250	0	0%
Female + HT	59,883	0.020 *	1043.250	0.000018	0.004%
Female + HT	55,344	0	939.500	0	0%
Female + HT	58,628	0	991.500	0	0%

Microchimerism was evaluated by droplet digital polymerase chain reaction (ddPCR) on genomic DNA (gDNA) extracted from female mouse liver and adequate controls (male hepatocytes, male liver and female liver sham infused). ddPCR was used to detect gDNA *Sry* (Y chromosome) and *Rpp30* (chromosome 19) copies in female mice infused with male mouse hepatocytes. *: based on one positive droplet. HT: hepatocyte transplantation, n.a.: not applicable, PBS-NAC: phosphate buffered saline and *N*-acetylcysteine (=sham), POD: post-operative day.

## Data Availability

The data presented in this study are available on request from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

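Liver RNA of 12 mice was measured, 6 control and 6 ZSD, each mouse giving 1 library. The authors deposited 1 table of gene counts for the whole series, with whole-number counts, gene symbols and Ensembl IDs for 35566 genes. The submitters' processing notes name Salmon, edgeR and GRCm38, but no version, and the paper's text describes neither the quantification nor a test for these libraries. The statistics section of the paper names Kruskal-Wallis and Dunn's tests for its other measurements. Of the gene IDs, 35422 were found in the GENCODE M21 annotation of GRCm38, which gave the coordinates, and 34946 of these had the same symbol there. A symbol stood for more than 1 gene in 43 cases.

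Condition, sex and hour of euthanasia were taken from the labels, and no sample was left out. The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the condition as the group (minimum count 10, minimum total count 15), which left 15171 genes holding 99.9% of all counts. Library sizes were scaled by TMM, dispersions were estimated with a robust quasi-likelihood fit on sex and condition, and ZSD was tested against control with the quasi-likelihood F test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with no fold threshold. CPM values are TMM-normalized, and their SD is over mice. The standard error was taken as the absolute log2 fold change divided by the square root of F from the same test, so it is approximate. With 21099409 to 25707752 counts per liver, genes at a few reads have wide counting intervals, which are given beside them and cover counting error only. A group with no reads was set to a floor of 3 counts over the group to give a bound on the fold. Further fits tested males alone, females alone, the interaction of condition and sex, and the sexes within the control and the ZSD livers. The single values of *Hgf*, *Cxcl12* and *Pex1* were also compared by an exact permutation test over 924 arrangements.

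Gene lists were tested with camera from limma 3.58.1 at its preset correlation of 0.01, for lists with at least 5 tested members, which were 32 of 33. The list of pancreas and gut markers had none. Camera with an estimated correlation and fry, which tests whether the members move one way without comparing them with other genes, were the alternatives. The genes named in the text are *Hgf*, *Cxcl12* and *Pex1*; the 10 called genes with the largest positive and the 10 with the largest negative log2 fold change whose groups do not overlap, with at least 1 CPM in the higher group and a symbol that is not an ID; up to 4 called members of each list with the smallest adjusted p; and the 5 genes with the smallest p among those with an interaction. Other members of the lists are named with their values.

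The test was run on counts simulated for the same 15171 genes and library sizes, with known changes in 200 genes. In the comparison of ZSD with control livers it called 47.8% of the genes changed 1.5-fold, 79.1% of those changed 2-fold and 90.9% of those changed 4-fold, and 5.23% of its calls were false. For the interaction with sex the shares were 1.49%, 26.9% and 77.3%, with 5.41% false calls. These shares hold for few changed genes, balanced in direction. In the data 7703 genes were called between ZSD and control livers, so the shares may differ there. Camera called the 1 changed list and none of the others under both correlations. The genes were simulated independently, whereas the estimated correlation of the endothelial markers in the data was 0.59. The simulation therefore does not check the list test for members that vary together. Alternatives were DESeq2 1.42.0, RLE factors, no scaling factors, no filter, a filter of 10 counts in every liver, no sex term, the hour of euthanasia as a covariate, a fit that is not robust, limma voom, males only, a fold threshold, and leaving out each liver in turn. Scaling to totals without *Mup* and mitochondrial genes, and leaving out the 2 ZSD livers taken before any control liver, were added after seeing the data. No pair of livers in a group was near-identical, the smallest mean chi-square per gene between 2 livers being 22.8. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.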

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

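In this part, the counts of calls over other splits of the livers and the fits with the hour of euthanasia as a covariate and with no scaling factors were planned, while the use of these fits to test an explanation, the fit without the 2 earliest ZSD livers and the tests of *Mup* reads and of the sex difference in ZSD livers were chosen after the result was seen.

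The paper discusses *Cxcl12* and *Hgf* alone from these libraries, while 4072 genes were higher and 3631 were lower in ZSD livers at an adjusted p under 0.05 (edgeR). Over 100 splits of the 12 livers into 6 and 6, 1 split, the real one, called as many as 7703 genes, and the highest of the others called 820, so a chance split is unlikely to give this number of genes. In males alone 7158 genes were called, by 1 of 35 splits, the real one, with 11 in the highest of the others, so a chance split is unlikely there too. The splits cannot separate the genotype from litter or from batches of extraction and library preparation, which are not given. Camera called 7 lists higher and 8 lower, but 11 of 100 splits called as many as 15 lists, and the highest of the others called 18. The number of lists therefore does not stand out from other splits. Those splits can hold ZSD and control livers in unequal numbers and so carry part of the genotype difference. They cannot decide whether chance gives this number of lists. Groups of 6 livers did not overlap for 4420 genes, where chance gives 0.216% of genes.

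The largest increases were in *Obscn* (log2 fold change 10.02), a muscle protein gene, *Tinag* (7.47) and *Tenm2* (7.35), and in genes with few or no reads in control livers. Of these, *Pcdhac2* was at least 903-fold, *Adm2* at least 66.9-fold and *Krt25* at least 49.8-fold higher, set against a floor of 3 counts over the control group. With 1 or 2 control reads, *Areg*, an EGF receptor ligand, was 1359-fold (counting interval 244 to 53708), *Ggt1* 1230-fold (340 to 10164), *Myot* 683-fold (122.3 to 27015) and *Anxa8* 219-fold (60.2 to 1809) higher. The largest decreases were in *Wfdc21* (-10.02) and in *Mup* genes: *Mup12* (-13.54), *Mup7* (-13.17), *Mup11* (-11.60), *Mup1* (-10.86), *Mup14* (-9.72), *Mup17* (-9.68) and *Mup16* (-9.58). The *Mup* copies are near-identical, so the share of each is uncertain. With 1 to 3 reads in ZSD livers, *Serpina4-ps1* was 8639-fold (2956 to 41895) and *Cyp2c53-ps* 3162-fold (567 to 124955) lower, and since both are pseudogenes, the reads assigned to them are uncertain.

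The change differed between males and females for 265 genes by the interaction test, 158 with a more positive change in males and 107 with a more negative one. The log2 change in males minus that in females was 10.74 for *Cyp2b13*, 9.64 for *Cyp2b9*, 4.54 for *Ly6d*, 4.44 for *Nt5e*, 3.42 for *Mki67*, 1.45 for *Acot2* and 1.01 for *Ehhadh*. It was -8.33 for *Cyp4a12b*, -3.85 for *Gstp1* and -1.28 for *Tmem19*. The ZSD females were 2 mice, and without F96 or F84 the count was 111 or 129. Without M124 or M122 it was 142 or 152, and without M123 it lay between 111 and 129.

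A sex difference was called for 901 genes in control livers, where 10 splits are too few to exclude chance (1 split as large, the highest of the others 0), and for 5 in ZSD livers. For genes of the sex-biased lists, set beforehand, the calls in control livers argue against chance. Among those tested in both groups, 21 of 24 male-biased and 23 of 28 female-biased genes were called in the known direction. Without M123, M122 or M124 the 901 became 325, 412 or 426. Of 25 genes known as male-biased in mouse liver, 18 were lower and 1 was higher in ZSD livers, also adjusted over the list alone, with *Mup3* at -9.46, *Hsd3b5* at -9.02 and *Serpina3k* at -6.48. In males alone 23 were lower and 1 was higher, and in females alone 10 and 4. Camera gave the list an adjusted p of 3.64e-07, and the adjusted p was 0.339 with an estimated correlation. Of 28 female-biased genes, 5 were higher and 4 were lower (5 and 3 adjusted over the list alone, camera adjusted p = 0.361), but of 28 tested in males alone 19 were higher and 1 lower, and of 29 tested in females alone 4 were higher and 16 lower. The pooled balance depends on the fit, with 15 higher and 4 lower from DESeq2, 6 and 10 from limma voom, 2 and 8 with no sex term, 9 and 3 with no scaling factors, 11 and 2 without F84 and 9 and 2 without F96.

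Reads shared among *Mup* copies do not account for the lower male-biased genes, since the summed *Mup* share was at most 0.0416% in a ZSD liver. Scaling does not either, since 16 of the 18 lower members were also called lower with no scaling factors. The median male minus female log2 difference of the male-biased list was 3.29 in control and 0.22 in ZSD livers, with 21 members called in control and 0 in ZSD livers. The female minus male difference of the female-biased list was 6.89 and 0.43, with 23 and 0 called. These values go with the hypothesis that ZSD livers have a smaller sex difference. With 4 males against 2 females the test in ZSD livers has less power, which bears on the counts called rather than on the medians. The 2 females also make the medians in ZSD livers less exact, and hormone levels were not measured.

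Of 17 clock genes, 11 changed in ZSD livers, 5 higher and 6 lower, also adjusted over the list alone, with *Dbp* at 4.49, *Per3* at 2.93, *Npas2* at -4.21 and *Arntl* at -2.68 (camera adjusted p = 0.443 in the lower direction, with a median of 0.18). In males only 3 were higher and 6 lower, with a list median of -0.26 and *Arntl* not called (-2.04, adjusted p = 0.0657). With no scaling factors 6 were higher and 5 lower, with *Clock* not called (-0.31, adjusted p = 0.0555, against -0.72). Livers were taken between 9.93 and 12.9 h in control and between 9.23 and 12.7 h in ZSD mice (exact permutation test of the mean hour, p = 0.476). A linear effect of the hour common to both groups does not account for the changes, since 11 of 11 genes were still called in the same direction with the hour as a covariate. Nor do the 2 earliest ZSD livers, without which 11 of 11 were. The covariate fit cannot model a course that differs between the groups. In ZSD livers *Dbp* was 5.80 CPM at 9.23 h and 87.8 CPM at 12.7 h, and *Arntl* 31.8 and 4.88 CPM. In control livers at 9.93 and 12.9 h, *Dbp* was 0.721 and 4.96 CPM, and *Arntl* 68.8 and 44.5 CPM. A shifted or different daily rhythm in ZSD mice, which feeding times could also set, remains open, since each mouse gives 1 time point.

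Single livers stood far from the other 5 of their group for 40 of the 298 groups of values examined, where chance gives about 1 in 20. In 5 of the 40, those of *Areg*, *Myot*, *Anxa8*, *Serpina4-ps1* and *Cyp2c53-ps*, the liver holds the only reads of its group, so the gap follows from counting and that chance value does not apply. Among control livers, F118 stood apart for *Cxcr4* (2.12 CPM), *Ackr3* (2.32), *Met* (122.7), *Serpine1* (3.72), *Cyp7a1* (218), *Abcc4* (33.0), *Gsta1* (16.5) and the mitochondrial share (6.38%). M123 did for *Ccne1* (1.28 CPM), *Igfbp2* (166), *Mup11* (7434), *Mup14* (7810) and *Mup16* (914), and M122 for *Cxcl1* (36.7) and *Nr0b2* (25.67). F116 did for *Obscn* (0.769 CPM), *Areg* (0.0481) and *Myot* (0.0481), F117 for *Lyve1* (7.85) and *Anxa8* (0.0918), and M124 for *Tenm2* (0.795). Among ZSD livers, M131 stood apart for *Ehd3* (43.8 CPM), *Ptprb* (146), *Reln* (60.4), *Mrc1* (52.7), *Cyp2c50* (6.93), *Fgg* (1210), *Cyp2c53-ps* (0.0374), *Arntl* (31.8) and *Npas2* (5.13). M131 was the earliest liver taken (9.23 h). The next ZSD liver by hour, M121, was the next highest for *Arntl* (11.4 CPM) and *Npas2* (0.846 CPM). Whether the hour accounts for the flags of these clock genes was not tested. M83 stood apart for *Ly6d* (89.8 CPM), *Mup3* (25.4), *Mup11* (1.78), *Mup14* (5.38), *Mup16* (2.31) and *Serpina4-ps1* (0.114). M121 did for *Nupr1* (158 CPM), *Trib3* (307) and *Gpnmb* (7.46), and F96 for *Ppp1r3g* (5.88).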

How the results depend on the processing

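Scaling to totals without *Mup* and mitochondrial genes, and leaving out the 2 earliest ZSD livers, were chosen after seeing the data, and the other alternatives were planned. *Cxcl12* and *Hgf* were lower at an adjusted p under 0.05 under each alternative scaling, filter, covariate, model and choice of livers. The fold threshold was run for the counts of genes alone, and *Hgf*, at -0.66, would not pass it. Both genes kept their direction, with log2 fold changes of -1.60 to -1.49 and -0.73 to -0.62 when single livers were left out, -1.13 and -0.25 with no scaling factors, and -1.27 and -0.39 with the added scaling. The counts of 4072 genes higher and 3631 lower (52.9% higher) became 8319 and 1453 (85.1% higher) with no scaling factors, 6962 and 1918 (78.4% higher) with the added scaling, and 967 and 1021 with an absolute log2 fold change of 1 or more. A scaling moves every gene of a library alike, so it moves genes with small changes across 0. When single livers were left out, 3679 to 4265 were higher and 3321 to 3790 lower. The lists called higher were 7 and lower 8, against 1 and 1 with an estimated correlation and 9 and 15 with fry, and 6 to 7 and 8 to 10 with single livers left out. The interaction count was 672 with DESeq2 and 111 to 308 with single livers left out, against 265, and the sex difference in control livers 1549 with DESeq2 and 325 to 1151, against 901. With single livers left out, the genes changed in males were 5940 to 7035 (7158 with all), and those changed in females 1249 to 4305 (3353 with all), with 1249 without F84, 1366 without F96 and 2065 without F117. The cause of these moves was not tested, apart from the fewer livers. With a single ZSD female left, that liver is assumed to vary like the other groups.

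The direction reversed with no scaling factors for *Cxcl16* (0.071), *Met* (0.32), *Hpn* (0.15, and 0.014 with the added scaling) and *Pex11g* (0.054), and for *Cyp2b13* without a sex term (-3.94) and with limma voom (-3.71). *Cyp2b13* rose in males alone (6.00) and fell in females alone (-4.75), so no single pooled value describes it. Why its sign differs between the fits was not tested further. Of 144 named genes, 137 were called. With no scaling factors 14 of these, *Cxcl16* and *Pex11g* among them, were no longer called and 3 others were, *Met* among them. With males only these numbers were 5 and 5, with DESeq2, which tested 140 of the genes, 0 and 3, and no other alternative ended more than 5 calls. Counts of 1 or 2 called members in a list moved by at most 3 genes when single livers were left out. No paired analysis was possible because the control and ZSD mice carry no shared replicate numbers. Depth was similar in all livers and limits genes at a few reads.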

Other observations

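In this part, the fit with no scaling factors and the test of genes near *Pex1* were planned, while the use of that fit to test scaling as an explanation, the added scaling and the test of cell type markers were chosen after the result was seen.

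Of the tested PPARα targets, most were called higher in ZSD livers, and of the tested genes of bile acid synthesis and of the acute phase, most were called lower. With an estimated correlation camera called 2 lists, acute phase genes as lower and fetal liver genes as higher. The number of lists called at the preset one does not stand out from other splits of the livers, which cannot decide about chance. Of 29 PPARα targets, 23 were higher and 2 lower (camera adjusted p = 2.50e-12, and adjusted p = 0.0712 with an estimated correlation), with *Cyp4a14*, a fatty acid hydroxylase, at a log2 fold change of 6.89, *Fgf21*, a hormone made by the liver, at 6.12, *Cd36*, a fatty acid transporter, at 4.49 and *Fabp1* at -0.68. Of 34 genes of peroxisomal metabolism, 15 were higher and 11 lower (camera adjusted p = 0.818), with *Ehhadh*, a β-oxidation enzyme, at 4.01, and *Agxt* and *Hao1*, enzymes of glyoxylate metabolism, at -2.25 and -2.17, and with no scaling factors 20 were higher and 8 lower (18 and 9 with totals without *Mup* and mitochondrial genes, the added scaling). Of 16 peroxins, 8 were higher and 2 lower (camera adjusted p = 0.0978, but 0.0230 with the added scaling), with *Pex11a* at 1.46 and *Pex26* at 0.89, and with no scaling factors 15 were higher and none lower. Of 13 genes of bile acid synthesis, 9 were lower and 2 higher (camera adjusted p = 9.40e-06, and adjusted p = 0.0719 with an estimated correlation), with *Cyp8b1* at -4.12, *Cyp27a1* at -1.55 and *Cyp7a1*, the rate-limiting enzyme, at 1.59. Of 16 genes of bile acid transport, 7 were higher and 6 lower (camera adjusted p = 0.927), with the exporter *Abcc4* at 6.28 and the uptake transporters *Slc10a1* at -1.20 and *Slco1a1* at -6.63, and with no scaling factors 9 were higher and 4 lower (7 and 7 with DESeq2). Of 25 genes of cholesterol synthesis, 16 were higher and 1 lower (camera adjusted p = 0.0163, and adjusted p = 0.704 with an estimated correlation), with *Hmgcr* at 1.99. Of 18 genes of fatty acid synthesis, 7 were lower and 1 higher (camera adjusted p = 0.217, but 0.0484 with the added scaling), with *Srebf1* at -1.54 and *Fads2* at 1.47, and with no scaling factors 5 were lower and 4 higher. In males only, 4 genes of this list were lower and 6 higher, with a list median of 0.12 in males and -1.89 in females, of which 2 were ZSD mice. Of 20 genes of glycogen metabolism and gluconeogenesis, 12 were lower and 2 higher (camera adjusted p = 0.0244, and adjusted p = 0.223 with an estimated correlation), with *G6pc* at -2.48 and *Pygl*, the liver glycogen phosphorylase, at -0.95, and with no scaling factors 8 were lower and 7 higher. Of 13 genes of growth hormone and IGF1 signalling, 6 were lower and 2 higher (camera adjusted p = 0.0635, but 0.0212 with the added scaling, 0.0433 without M124 and 0.0281 without M83), with *Ghr*, the growth hormone receptor, at -1.47, *Igf1* at -2.42 and *Igfbp2* at 1.27. Of 23 genes of the ER and integrated stress responses, 13 were higher and 7 lower (camera adjusted p = 0.000159, and adjusted p = 0.114 with an estimated correlation), with *Asns* at 7.35, *Nupr1* at 7.04 and the ER chaperone genes *Sdf2l1* and *Pdia4* at -3.47 and -1.57, and with no scaling factors 15 were higher and 4 lower. Of 22 NRF2 targets, 13 were higher and 4 lower (camera adjusted p = 0.00496, and adjusted p = 0.339 with an estimated correlation), with *Gpx2* at 5.69, and of 17 CAR and PXR targets, 5 were higher and 6 lower (camera adjusted p = 0.200, but 0.0484 with the added scaling and 0.0433 without M124), with *Cyp2a5* at 2.16 and *Cyp2c50* at -7.14, against 6 higher and 5 lower with no scaling factors. Of 20 acute phase genes, 12 were lower and 2 higher (camera adjusted p = 5.25e-07, and adjusted p = 0.0275 with an estimated correlation), with the serum amyloid genes *Saa1* and *Saa2* at -5.54 and -5.61 and *Apcs* at 2.13, and 4 were higher without F118, in males only and with no scaling factors. The examples all had an adjusted p under 0.05 (edgeR), as did 50.8% of all 15171 tested genes.

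Among genes of liver cell types, 11 of 16 hepatocyte genes were lower and 1 was higher (camera adjusted p = 0.000974, and adjusted p = 0.310 with an estimated correlation), with *Alb*, albumin, at -0.85, *Ttr* at -1.16 and *Ahsg* at 0.88, against 9 and 4 with no scaling factors. Of 13 genes of fetal liver, 9 were higher and none lower (camera adjusted p = 2.14e-06, and adjusted p = 0.0275 with an estimated correlation), with *Afp*, alpha-fetoprotein, at 6.24, *Ly6d* at 6.20 and *Anxa2* at 2.11. Of 16 periportal genes, 13 were lower and 2 higher (camera adjusted p = 6.27e-05, and adjusted p = 0.0673 with an estimated correlation), with *Hal* at -1.46 and *Asl*, a urea cycle enzyme, at -1.72, and of 16 pericentral genes, 7 were lower and 2 higher (camera adjusted p = 0.200), with *Glul*, glutamine synthetase, at -0.97, against 5 and 4 with no scaling factors. Of 10 cholangiocyte markers, 4 were higher and 2 lower (camera adjusted p = 0.417), with *Krt23* at 3.99 and *Sox9* at -1.62, and of 21 fibrosis genes, 6 were higher and 3 lower (camera adjusted p = 0.382), with *Col4a1* at 1.19 and *Fn1* at -1.16. The fibrosis counts were 14 higher and 2 lower with no scaling factors and 11 and 2 with totals that leave out *Mup* and mitochondrial genes, the added scaling. Of 18 markers of Kupffer cells and macrophages, 1 was higher and 2 lower (camera adjusted p = 0.417), with *Cd14* at 1.75 and *Mrc1* at -0.54, and without M83 5 were lower, while with no scaling factors 1 was higher and none lower. In males only 2 were higher and 1 lower, and the median of the Kupffer cell list was 0.13 in males and -0.75 in females. Of 14 markers of infiltrating myeloid cells, 5 were higher and 4 lower (camera adjusted p = 0.0233, and adjusted p = 0.310 with an estimated correlation), with *Cd63* at 3.92, *Lpl* at 3.91, *Ly6c2* at -1.11 and *Trem2* at -1.03. In males only, 5 of these myeloid markers were higher and 1 lower, with a list median of 0.76 in males and -0.43 in females. With no scaling factors 6 of them were higher and 1 lower, *Trem2* being no longer called (adjusted p = 0.0535), and with the added scaling camera did not call the list (adjusted p = 0.106). Of 10 lymphocyte markers, 2 were lower and none higher (camera adjusted p = 0.285), with *Klrb1c* at -2.87, and without M83 4 were lower, without M124 or F84 1, and with no scaling factors 1 was higher and 1 lower. Of 8 blood genes, 4 were lower and none higher (camera adjusted p = 0.0203, and adjusted p = 0.339 with an estimated correlation), with *Alas2* at -1.62. None of the 13 pancreas and gut markers passed the filter on low counts. Of 34 proliferation genes, 18 were higher and 1 lower (20 and 1 adjusted over the list alone; camera adjusted p = 0.0295, and adjusted p = 0.704 with an estimated correlation), with a median of 2.33 in males and 0.10 in females. *Ccnb1* had 2.58, *Ccne1* 1.70 and *Tk1* -1.31, and *Mki67*, at 1.89, had 2.54 to 3.05 CPM in control males, 6.01 in F116, 26.8 in F117, 27.2 in F118 and 18.9 to 36.5 in ZSD livers. The count of higher proliferation genes was 29 with no scaling factors, 12 with no sex term, 11 with no filter, 9 without the 2 earliest ZSD livers, 6 without M122, M123 or M124 and 11 without M83. Camera did not call the list with the added scaling (adjusted p = 0.251), without M122 (0.0511) or without M124 (0.0521), and *Mki67* was not called without any 1 of M122, M123, M124, F116, M83, M95, M121 or M131 (adjusted p of 0.0683 to 0.139). It was not called either with no sex term (1.15, adjusted p = 0.152), with the hour of euthanasia as a covariate (0.0723), with no filter (0.0891) or without the 2 earliest ZSD livers (0.105). Differences between the sexes were not tested for lists. Adjusted over the list alone, the counts were the same in 21 of the 32 tested lists and differed by at most 2 genes in the other 11.

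The lower *Cxcl12* and *Hgf* were weighed against scaling, a smaller share of RNA from endothelial and stellate cells, and DNA carried along with the *Pex1* allele. Scaling does not account for either gene as the whole cause, since both were lower with no scaling factors (-1.13 and -0.25). A smaller share of endothelial and stellate RNA is not excluded for *Hgf*, as 5 of the 38 markers lie at or below it. Most markers fell less than *Hgf* (marker median -0.43), and 22 were called lower and 2 higher, so they did not move alike. Such a smaller share does not account for all of the *Cxcl12* change, as 0 of 38 markers lie at or below *Cxcl12* and the lowest, *Tek*, is at -0.75. For *Hgf*, which lies 12.9 Mb from *Pex1*, DNA next to the allele cannot be told apart from the mutation, as all ZSD mice are homozygous for the allele. Of the 62 genes within 20 Mb, 21.0% were lower, against 23.9% of 15108 others (odds ratio 0.843, 95% interval 0.419 to 1.58, Fisher's exact p = 0.657). This test cannot decide the point, since a variant acting on *Hgf* alone would hardly move that share. Lower transcription in these cells remains open and was not tested, since the RNA is from whole liver tissue.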
